# Comprehensive Transcriptome-Wide Profiling of 5-Methylcytosine Modifications in Long Non-Coding RNAs in a Rat Model of Traumatic Brain Injury

**DOI:** 10.3390/cimb46120871

**Published:** 2024-12-23

**Authors:** Zhijun Xiang, Yixing Luo, Jiangtao Yu, Haoli Ma, Yan Zhao

**Keywords:** TBI, 5-methylcytosine, lncRNA, MeRIP-seq, RNA-seq

## Abstract

Traumatic brain injury (TBI) poses a major global health challenge, leading to serious repercussions for those affected and imposing considerable financial strains on families and healthcare systems. RNA methylation, especially 5-methylcytosine (m^5^C), plays a crucial role as an epigenetic modification in regulating RNA at the level of post-transcriptional regulation. However, the impact of TBI on the m^5^C methylation profile of long non-coding RNAs (lncRNAs) remains unexplored. In the present study, we conducted a thorough transcriptome-wide examination of m^5^C methylation in lncRNAs in a rat TBI model utilizing MeRIP-Seq. Our results revealed significant differences in the amount and distribution of m^5^C methylation in lncRNAs between TBI and control groups, indicating profound changes in m^5^C methylation following TBI. Bioinformatic analyses linked these specifically methylated transcripts to pathways involved in immune response, neural repair, and lipid metabolism, providing insight into possible mechanisms underlying TBI pathology. These findings offer novel perspectives on the post-transcriptional modifications in lncRNA m^5^C methylation following TBI, which may contribute to understanding the disease mechanisms and developing targeted therapeutic strategies.

## 1. Introduction

Traumatic brain injury (TBI) is a common disorder caused by trauma. The World Health Organization (WHO) predicts that TBI will overtake numerous other diseases as one of the most significant contributors to mortality and morbidity in the near future [1]. Each year, over 10 million individuals worldwide are hospitalized due to TBI [2]. This condition, also known as intracranial injury, primarily results from falls, traffic accidents, violence, and sports injuries, leading to both immediate and delayed motor and cognitive impairments, and even lifelong disabilities [3]. Individuals with TBI may encounter a broad spectrum of injuries that can have both short- and long-term effects. Over 50% of severe TBI survivors are left with significant disabilities within a year of their injury, with some enduring severe neurological impairments, including memory or cognitive impairments, as well as motor, sensory, or emotional dysfunctions [4]. These issues are common among TBI patients and can persist for decades after the injury [5].

Numerous studies have identified epigenetic changes as crucial components in the pathophysiological responses triggered by traumatic brain injury (TBI) [6]. Epigenetics encompasses the modulation of gene expression without modifying the DNA sequence itself [7]. Various chemical modifications naturally take place on cytosolic RNAs, impacting their formation, stability, and roles [8]. To date, the scientific community has identified and characterized over 150 distinct types of RNA modifications [9]. Among the various epigenetic mechanisms, RNA methylation represents a particularly noteworthy phenomenon, playing a crucial role in the post-transcriptional regulation in RNAs. It has emerged as a major area of research interest, encompassing several types, including m^6^A, m^1^A, m^5^C, m^7^G, among others. Specifically, RNA m^5^C applies to the methylation of cytosine at the fifth carbon position in RNA [10,11,12]. 5-Methylcytosine (m^5^C), which is present in RNA, is a common modifier in human RNAs [13]. Up to now, a total of 95,391 m^5^C peaks have been reported within the human metagenome [14]. In recent years, several related studies have demonstrated the pervasive presence of RNA m^5^C methylation in cells and its significant function in a wide variety of physiological and pathological procedures [15,16,17]. The m^5^C modification enhances RNA stability and reduces susceptibility to degradation [18]. It also promotes translation by facilitating ribosome binding. Research has demonstrated that m^5^C modifications in tRNA and mRNA help stabilize RNA secondary structures, leading to increased protein synthesis efficiency [19]. Furthermore, studies indicate that m^5^C modifications support cellular adaptation to oxidative stress and other challenging environmental conditions [20].

LncRNAs are a type of RNA molecules that are more than 200 nucleotides in length and originate from non-coding regions of the genome [21]. They are believed to be similar in quantity to protein-coding genes, though typically containing fewer exons, are shorter in length, and are less evolutionarily conserved [22,23]. Approximately 14,000 lncRNA genes in humans annotated based on the latest version of GenCode (version 19) [24]. LncRNAs have attracted considerable interest for their roles as crucial regulators of gene expression in diverse biological processes [25].

The functions of lncRNA m^5^C methylation in TBI has not been clearly understood until now. To investigate the epigenetic alterations and changes in m^5^C methylation in lncRNAs in TBI, we conducted a comprehensive whole-transcriptome analysis of m^5^C methylation profiles in TBI-affected rats using MeRIP-Seq. Furthermore, we conducted a GO analysis on significantly altered lncRNAs to predict their potential functions, providing a reference for future related studies.

## 2. Materials and Methods

### 2.1. Construction of Rat Traumatic Brain Injury Model

All experimental procedures complied with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. The animal experiment was approved by the Animal Experimentation Center and Ethics Committee of Zhongnan Hospital of Wuhan University (IACUC: ZN2021119). Sprague Dawley rats with a mean weight of 250 to 300 g were conditioned for a minimum of 7 days prior to the initiation of the animal model, housed in an animal facility under controlled temperature (22–25 °C), humidity (50% relative humidity), and a 12 h light/dark cycle. The rats were made available to consume food and water at will. Rats were randomly divided into two groups of three rats in each group. Two additional rats underwent hematoxylin and eosin (HE) staining to evaluate the effectiveness of the TBI modeling procedure. A moderate TBI (mTBI) model was created with a weight-drop apparatus, as described in our previous studies [26,27]. Simply, rats were anesthetized using 1% pentobarbital by intraperitoneal injection at a dose of 30 mg/kg. After anesthesia was completed, the surgical area of the rats was shaved and then sterilized three times using 0.5% iodine. Under sterile conditions, the skull was exposed, and a borehole (5 mm in diameter) was drilled on the right side to expose the dura mater. A 50 g weight was then dropped from 25 cm above onto the uncovered brain tissue to induce TBI. The rats both in the Sham and the TBI group used the same procedure with the exception of the step of impacting the brain tissue with the 50 g weight.

After surgery, the rats were kept separately in individual cages until they recovered from anesthesia. Furthermore, the rats were permitted to consume food and water at their discretion. After 24 h, the rats were euthanized via an intraperitoneal injection of sodium pentobarbital (100 mg/kg). Following euthanasia, the brain tissue was carefully dissected under aseptic conditions, immediately placed in liquid nitrogen. Subsequently, the samples were transferred to an ultra-low temperature freezer set at −80 °C.

### 2.2. Hematoxylin and Eosin Staining

The rat brain tissues were preserved in 4% paraformaldehyde and encased in paraffin wax. Thin serial longitudinal sections (5 μm) were sliced from the paraffin blocks and analyzed histopathologically with HE staining under a light microscope.

### 2.3. MeRIP-Seq

Using the GenSeq^®^ m^5^C-IP Kit (GenSeq Inc., Dublin, Ireland), the manufacturer’s instructions were strictly followed for all immunoprecipitation reactions. The process involved randomly fragmenting RNA into approximately 200 nucleotide pieces to bind the m^5^C antibody to Protein A/G beads. Antibodies were incubated for 1 h at ambient temperature. Subsequently, the RNA fragments were incubated with the bead-bound antibodies for 4 h at 4 °C to facilitate RNA binding to the antibody. After several washes, the RNA-antibody complexes were eluted and purified to isolate the captured RNA. RNA libraries for immunoprecipitation (IP) and input samples were then prepared using the GenSeq^®^ Low Input Whole RNA Library Prep Kit (GenSeq Inc.) according to the manufacturer’s instructions. The quality of the libraries was assessed using an Agilent 2100 Bioanalyzer, and then the sequencing was conducted on a NovaSeq platform (Illumina, San Diego, CA, USA).

### 2.4. RNA Library Preparation and Sequencing (RNA-Seq)

The process began by removing ribosomal RNA (rRNA) from the samples using the GenSeq^®^ rRNA Removal Kit (GenSeq Inc.). The rRNA-depleted samples were then prepared for library construction with the GenSeq^®^ Low Input RNA Library Prep Kit. According to the manufacturer’s instructions, the libraries’ quality and quantity were assessed using the BioAnalyzer 2100 system (Agilent Technologies Inc., Santa Clara, CA, USA). Finally, sequencing was carried out on an Illumina NovaSeq platform with 150 base pair paired-end reads.

## 3. Data Analysis

To generate the raw reads, image annotation, base reading, and quality control were performed. The quality control assessment was by means of Q30 metrics. Following the removal of 3′ adapters and low-quality reads using Cutadapt (v1.9.3) [28], the processed reads were prepared for downstream analysis.

The initial step in RNA-seq data evaluation was the mapping of the high-quality sequencing reads to the relevant reference genome using the Hisat2 (version 2.0.4) [29]. Subsequently, raw transcript-level counts were obtained as lncRNA expression profiles with HTSeq (v0.9.1) [30]. LncRNAs with differential expression were screened using edgeR (v3.16.5) [31], which normalized the data and calculated the fold change and *p*-value between the two sets of samples. Following this step, predicted lncRNA target genes were identified, and Gene Ontology (GO) analyses were conducted for these target genes.

The next step was the analysis of MeRIP-Seq. Initially, clean reads from the input libraries were mapped to the genome (UCSC rn6) using STAR software (v2.7.9a) [32]. Subsequently, clean reads from all of the libraries were mapped to the target Genome using the Hisat2 software (v2.0.4) [29]. The identification of methylation peaks was with MACS software (v2.2.7.1) [33], and peaks that are aberrantly methylated were determined using diffReps [34]. In both software, these peaks were identified as overlapping lncRNA exons and were assigned to and selected by custom scripts. Gene Ontology (GO) analyses were then performed for protein-encoding genes with differential methylation and for genes associated with aberrantly methylated lncRNAs.

## 4. Results

Given the absence of relevant studies, it remains unclear whether the m^5^C methylation profile of long non-coding RNAs (lncRNAs) is altered following traumatic brain injury (TBI). To address this uncertainty, we conducted a comprehensive transcriptome analysis of m^5^C methylation in lncRNAs using MeRIP-Seq in the rat model of TBI. 

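In m5C MeRIP-seq an antibody enriches RNA fragments that carry 5-methylcytosine, and a peak is a stretch of RNA with more reads in the immunoprecipitate than in the input RNA of the same brain. Brain tissue was taken 24 h after surgery from 3 TBI rats, injured by a 50 g weight dropped from 25 cm, and from 3 sham-operated rats. Every rat gave an immunoprecipitated and an input library. The authors mapped the reads to the rat genome rn6, called peaks with MACS for each rat separately and assigned them to lncRNA, mRNA and circRNA, which makes 18 peak lists. Each listed peak carries a score of at least 50 (minus 10 times log10 of its p), a fold enrichment of at least 2 and a false discovery rate in percent. These are the authors' values per peak and were used to describe, rank or filter peaks within a list. The number of reads behind each list is unknown. The mRNA lists, as a guide to yield, held 40498, 32920 and 21019 peaks in TBI rats 1, 2 and 3, and 40252, 44892 and 34024 in sham rats 1, 2 and 3. The median false discovery rate of the lncRNA peaks was 10.2%, 8.81% and 57.4% in the TBI rats and 14.3%, 8.35% and 17.8% in the sham rats, and no lncRNA peak had one under 5%. A peak was counted once however many transcripts it was listed for (in shares of positional classes, once per class), a lncRNA is a transcript, and the rat is the replicate. Groups were compared by exact two-sided permutation tests over the 20 assignments of 6 rats, for which the smallest p is 0.10.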

A flowchart summarizing the experimental procedure is shown in (Figure 1A). Twenty-four hours after establishing the TBI rat model, the rats were euthanized, and the intact brain tissues were collected under aseptic conditions for use in subsequent experiments. Notably, significant brain parenchymal damage was observed in the rats following TBI model construction (Figure 1B), whereas the brain parenchyma in the sham-operated group remained intact (Figure 1C).

### 4.1. General Characteristics of m^5^C Methylation in TBI Rat Model

We conducted a genome-wide analysis of the distribution of m^5^C methylation peaks in TBI and control mice. It was evident that m^5^C methylation peaks in rats are widely distributed across all chromosomes in both the TBI and control groups, with the lowest density observed on the Y chromosome. 

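Every one of the 22 chromosomes carried lncRNA peaks in each of the 6 rats. Chromosome 1 had the most, 190.0 peaks per rat on average, followed by chromosomes 20 and 12 with 101 and 97.2. Chromosome Y had the fewest, with 5.67 peaks per rat, which is 0.416% of all peaks. TBI rats had 7.67 ± 4.51 peaks on chromosome Y and sham rats 3.67 ± 1.53 (SD, n = 3 each). Chromosome Y also had the fewest lncRNAs with a peak in any rat, 14, against 339 on chromosome 1. Per such lncRNA, chromosome Y had 0.405 ± 0.266 peaks per rat (SD over 6 rats), chromosome 12 had 0.631 ± 0.160 and chromosome 14 had 0.309 ± 0.107. LncRNAs without a peak in any rat do not enter this measure, so it cannot show that few lncRNAs of a chromosome carry one. Per Mb up to its furthest lncRNA peak, at 1.63 Mb, chromosome Y had 3.49 peaks, a measure chosen after the data were seen that rests on where that peak lies. Chromosome lengths of the build were not used here.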

(Figure 2A). The sequencing results revealed a total of 4027 m^5^C methylation peaks in the lncRNAs of TBI rats, while 4020 peaks were detected in the control rats. Of these, 1330 peaks were unique to the TBI, and 1323 peaks were specific to the sham (Figure 2B). Upon further analysis, we found that m^5^C methylation modification was detected on a total of 2104 lncRNAs in the TBI group, while it was present on a total of 1777 lncRNAs in the sham group. There were 1041 lncRNAs with m^5^C methylation modifications in both TBI and sham groups (Figure 2C). We next analyzed the specific m^5^C methylation peaks on lncRNAs and found that these peaks were distributed across all substructures of lncRNAs. A majority of the methylation peaks were located in intergenic regions, with 67.9% in the TBI group and 61.8% in the sham group (Figure 2D). Furthermore, we observed an increase in the percentage of methylated peaks in the intergenic regions of lncRNAs following TBI, whereas the exon sense regions exhibited a decreased percentage of methylated peaks compared to the sham group (*p* < 0.05) (Supplementary S1).

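The lncRNA lists held 1675, 1655 and 709 distinct m5C peaks in TBI rats 1, 2 and 3. Sham rats 1, 2 and 3 had 1400, 1457 and 1281. Summed over the rats, this makes 4039 peaks in the TBI group and 4138 in the sham group. The mean was 1346 ± 552 peaks per TBI rat and 1379 ± 89.8 per sham rat (SD, n = 3 each; exact permutation test, p = 1). The spread among the TBI rats was far larger than the difference between the group means. The difference between the means, -33.0 peaks, changed sign without TBI replicate 3 (286) and without Sham replicate 2 (5.83), and ran from -197 to -22.7 without each of the others.

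**Figure D1:**
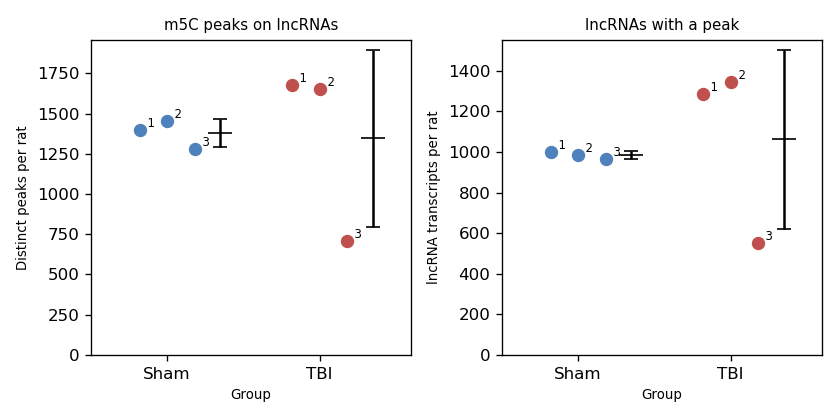
Distinct m5C peaks on lncRNAs (left) and lncRNA transcripts with a peak (right) for each sham and TBI rat. Points are rats with their replicate number, and the line with bars is the group mean ± SD (n = 3). TBI rat 3 lies below all other rats in both panels.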

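Merging the peaks of the 3 rats of a group wherever they shared at least 1 bp gave 3125 stretches in the TBI group and 2915 in the sham group. Of these, 1870 TBI stretches and 1664 sham stretches overlapped none of the other group. Shared were 1255 of the TBI stretches (40.2%) and 1251 of the sham stretches (42.9%). Of the peaks of TBI rats 1, 2 and 3, 55.5%, 49.1% and 85.8% overlapped a peak of at least 1 other rat of either group, and of those of the sham rats 67.1%, 63.3% and 65.7%. With the best-ranked 50% of each list 549 TBI stretches were shared, and in lists of equal length 624. Without merging, 2460 TBI list entries overlapped a sham peak, and so did 1962 distinct TBI peaks, a count added after the data were seen.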

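A peak was present on 1286, 1347 and 552 lncRNA transcripts in TBI rats 1, 2 and 3, and on 1002, 986 and 967 in the sham rats. The mean was 1062 ± 442 lncRNAs in TBI rats and 985 ± 17.5 in sham rats (SD, n = 3 each; exact permutation test, p = 1). Pooled over the rats of a group, 2248 transcripts carried a peak in TBI and 1953 in sham. Counted by gene name, these were 2108 and 1782 lncRNAs. The difference of 76.7 lncRNAs became -35.5 without TBI replicate 1, -66.0 without TBI replicate 2 and 332 without TBI replicate 3. In lists of equal length, 600, 625 and 552 lncRNAs had a peak in the TBI rats and 523, 523 and 550 in the sham rats, so that every TBI rat lay above every sham rat (exact permutation test, p = 0.10). TBI rat 3 entered with its whole list and the other rats with their best-ranked peaks alone. Its lead over sham rat 3 was 552 against 550.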

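Of the pooled lncRNA transcripts, 1117 had a peak in at least 1 rat of each group, 1131 in TBI rats alone and 836 in sham rats alone. By gene name, 1047 lncRNAs were shared. Most lncRNAs were seen in few brains. Of 3084 transcripts with a peak in any rat, 1646 (53.4%) had it in a single rat, and 146 (4.73%) had it in all 6. The lncRNAs seen in 1 rat alone made up 30.9%, 36.7% and 11.1% of those of TBI rats 1, 2 and 3, and 23.1% to 24.0% of those of the sham rats.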

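By the authors' annotation, lncRNAs lie between genes (intergenic), overlap the exons of a coding gene on the same strand (exon sense), lie in an intron or antisense to a gene, or start beside a gene in the opposite direction (bidirectional). A peak on an exon sense lncRNA may therefore stand for the mRNA of the coding gene. A peak listed for lncRNAs of several classes was counted once in each, and shares are of these peak and class pairs. Intergenic lncRNAs held most of them in every rat. Their share was 78.3%, 80.9% and 68.6% in TBI rats 1, 2 and 3 and 74.2%, 72.7% and 73.7% in the sham rats. Exon sense lncRNAs came second. Intronic antisense lncRNAs held 5.49% ± 0.624 in TBI rats and 5.66% ± 0.723 in sham rats (SD, n = 3 each). Intron sense lncRNAs held 2.71% and 3.24%, bidirectional lncRNAs 2.00% and 1.97%, and natural antisense lncRNAs 1.59% and 1.92% on average.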

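The intergenic share averaged 75.9% ± 6.45 in TBI rats and 73.5% ± 0.726 in sham rats (SD, n = 3 each; exact permutation test, p = 0.5). The exon sense share was 10.8%, 8.22% and 17.9% in TBI rats 1, 2 and 3 and 14.0%, 14.0% and 13.0% in sham rats. It averaged 12.3% ± 5.01 and 13.7% ± 0.594 (exact permutation test, p = 0.7). After Benjamini-Hochberg adjustment over the 6 classes, both had an adjusted p of 0.84 from the exact permutation test. For both classes, TBI rats 1 and 2 lay on one side of the sham range and TBI rat 3 on the other. TBI minus sham was 2.40 percentage points for the intergenic and -1.40 for the exon sense share, -0.0800 and 0.634 without TBI replicate 2, 6.04 and -4.20 without TBI replicate 3, and 1.23 and -0.632 without TBI replicate 1. Among peaks that overlapped none of the other group it was 6.70 and -3.68 (with this selection of peaks redone for each of the 10 splits of the rats, a test added after the data were seen, exact p = 0.3 and 0.2), and it was 4.60 and -2.81 in lists of equal length, 3.87 and -2.68 with the best-ranked 50%, and 0.514 and -0.625 for lncRNAs seen in at least 2 rats, which was added after the data were seen.

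**Figure D2:**
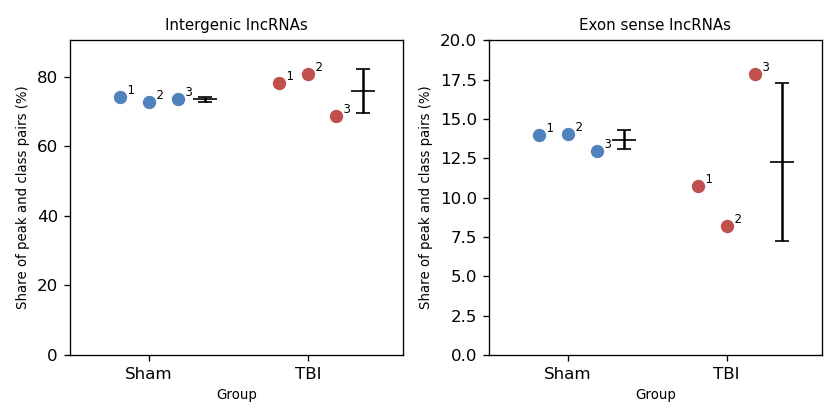
Share of intergenic (left) and exon sense (right) lncRNAs among peak and class pairs in percent, for each sham and TBI rat, where a peak counts once in each class it is listed for. Points are rats with their replicate number, and the line with bars is the group mean ± SD (n = 3). TBI rat 3 lies opposite to TBI rats 1 and 2 in both panels.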

### 4.2. Peak Alterations After Traumatic Brain Injury

We further analyzed the differential m^5^C peaks to investigate alterations in m^5^C methylation after TBI. A total of 1127 m^5^C methylation significantly altered peaks were identified in the TBI group compared to the sham rats, including 789 up-regulated and 338 down-regulated m^5^C peaks (*p* < 0.05, FC > 2) (Figure 3A). 

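In the peak lists, 15 lncRNAs had a peak in all 3 TBI rats and in no sham rat, and 16 the reverse. Among the first, AABR07055191.1 on chromosome 7 (rn6, 415625 to 454111) had the best-ranked peaks, with fold enrichments from 14.9 to 63.9, as the authors give them. AABR07001210.1, AABR07002845.1, AABR07061328.1, AABR07017814.1, Rn50_13_0843.1 and AABR07028113.1, all intergenic, followed it, together with AABR07071198.1 and AABR07069067.1. A transcript of Gosr1, whose protein is a SNARE of the Golgi, was the only exon sense lncRNA among the 10 best-ranked. Peaks in the sham rats alone were led by AABR07044711.1 on chromosome 20 (18045427 to 18047019), with fold enrichments from 7.34 to 23.6. Next came AABR07005794.1, Rn60_X_0634.2, AABR07050354.1, AC127076.2, LOC102550543, AABR07032856.1, AABR07044825.1 and AC105662.1. A transcript named for Smg1, a kinase of nonsense-mediated mRNA decay, ranked 10. The differential test of the paper needs reads and was not repeated, so these counts rest on the presence of a peak. Of the 10 splits of the 6 rats into groups of 3, 4 had at least 31 such lncRNAs in both directions together, the real split included. The highest other split had 40. With the best-ranked 50% of each list, the count was 6 for TBI, without TBI replicate 3 there were 140, without any other rat 23 to 35 for TBI, leaving out each rat in turn 28 to 67 for sham, and with a peak in at least 2 of 3 rats 177 for TBI and 144 for sham.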

Further analysis of these methylation peaks revealed that m^5^C methylation peaks and lncRNAs are not always in a one-to-one relationship; multiple methylation peaks can occur on the same lncRNA. However, in most cases, there is only one m^5^C methylation peak on a single lncRNA. 

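A single peak was also the rule in each brain. Of the lncRNAs with a peak, 85.9%, 87.4% and 88.2% had exactly 1 in TBI rats 1, 2 and 3, and 84.2%, 82.2% and 85.4% in the sham rats. The mean was 87.2% ± 1.16 in TBI and 83.9% ± 1.65 in sham rats (SD, n = 3 each). Every TBI rat lay above every sham rat (exact permutation test, p = 0.10, the smallest that 3 rats against 3 allow). The lncRNAs with the most peaks are annotated by the authors as intergenic and carry the names of coding genes. ENSRNOT00000047472 (rn6, chromosome 1, 41609128 to 41754652), named for Syne1, which encodes a spectrin-repeat protein of the nuclear envelope, had 20, 16 and 15 peaks in the TBI rats and 24, 32 and 23 in the sham rats. A transcript named for Trrap, a scaffold protein of histone acetyltransferase complexes, had 24, 10 and 7 peaks in the TBI rats and 23, 24 and 19 in the sham rats.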

Of the 789 up-regulated methylation peaks, 580 were located on individual lncRNAs, indicating that 580 lncRNAs had only one m^5^C peak. In addition, 69 lncRNAs had two methylation peaks, with a maximum of nine peaks found on a single lncRNA. For the down-regulated peaks, 226 lncRNAs had only one m^5^C peak, while 24 lncRNAs had two methylation peaks, with up to 15 m^5^C methylation peaks occurring on a single lncRNA (Figure 3B). To elucidate the functionality of these distinctively methylated genes, a GO analysis (http://www.geneontology.org (accessed on 8 November 2024)) was performed [35,36], which was on the basis of differentially methylated genes that were analyzed to determine their associated biological processes (BPs), cellular components (CCs), and molecular functions (MFs). A *p*-value less than 0.05 was considered the significant GO terms. For lncRNAs with hyper-methylated peaks, we identified a total of 869 GO terms (Supplementary S2) and presented the top ten terms for each category (Figure 3C). 

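The terms of Supplementary S2 rest on 77 genes, and 70 of them are tied by the authors' annotation to a lncRNA with a peak in at least 1 rat. Where that lncRNA is exon sense, as for Msn, Rhpn1 and Ppfia1, a peak may stand for the mRNA of the gene instead. A peak was present in more TBI than sham rats for 30 genes, in more sham than TBI rats for 10, and in equal numbers for 30. Slc11a1, which encodes a metal transporter of macrophage phagosomes, was the 1 gene with a peak in all 3 TBI rats and no sham rat. The number of these genes with a peak was 56, 45 and 27 in TBI rats 1, 2 and 3 and 36, 31 and 30 in the sham rats (exact permutation test, p = 0.4, n = 3 each). The study chose these genes on the same samples, so their direction is not independent evidence. Of the 869 terms listed, 229 have a p under 0.05 in the supplement and 6 a q under 0.05.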

For the BP, they were enriched at the protein kinase C-activating (PKC) G protein-coupled receptor (GPCR) signaling pathway, the negative regulation of stress fiber assembly, the positive regulation of the vascular endothelial growth factor receptor (VEGFR) signaling pathway, and neuron generation, which are related to the regulation of TBI mechanisms. 

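The protein kinase C-activating term rests on Dgke, Dgkg and F2r. F2r encodes the thrombin receptor, and the lncRNA in its intron had a peak in TBI rat 2 alone. The lncRNA antisense to Dgkg had one in TBI rat 1 alone, and the Dgke transcript in TBI rat 1 and sham rat 1. For stress fiber assembly, the transcripts of Rhpn1 and Ppfia1 had peaks in all 6 rats, and lncRNAs of Clasp1, which binds growing microtubule ends, in 3 TBI and 2 sham rats. For the VEGFR term, the lncRNA beside Fgf9 had peaks in 2 TBI rats and 1 sham rat. The lncRNA antisense to Tek, the angiopoietin receptor gene, had peaks in 1 rat of each group. For neuron generation, the lncRNA beside Cit had peaks in 3 TBI rats and 1 sham rat, and the one antisense to Thoc2 in 2 and 1.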

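Aox1, Aox3 and Aox4 are neighbouring genes of aldehyde oxidases, enzymes that carry a molybdopterin cofactor and iron-sulfur clusters. Their lncRNAs had few peaks. An Aox1 transcript had a peak in TBI rat 2 alone, lncRNAs of Aox3 in 2 TBI rats and 1 sham rat, and lncRNAs of Aox4 in TBI rat 1 and sham rat 2. One transcript, Rn60_9_0652.2, is tied to both Aox3 and Aox4, so these genes share peaks. Arhgap24, Chm, Tbc1d7 and Rin2 are listed under the GTPase activator term. Of these, Arhgap24 and Tbc1d7 had peaks in 1 TBI and 2 sham rats each. Chm had peaks in 1 rat of each group, and Rin2 had no lncRNA peak in these lists.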

For the MF, genes with up-methylated m^5^C peaks were notably enriched in activities such as the GTPase activator activity, the aldehyde oxidase activity, molybdopterin cofactor binding, and 2 iron, 2 sulfur cluster binding. 

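Msn, one of the focal adhesion and filopodium genes, which links the cell membrane to actin, had a peak on its lncRNA transcript in each of the 6 rats. The lncRNA in an intron of Dmd, the dystrophin gene, had peaks in 3 TBI rats and 1 sham rat. Lamtor2, an adaptor gene of the late endosome, had them in 1 TBI and 2 sham rats, and RT1-DMa, an MHC class II gene, in 2 and 1. The lncRNAs tied to RT1-A1, an MHC class I gene, had peaks in 3 TBI rats and 1 sham rat, and the lncRNA antisense to RT1-S3 in 1 rat of each group.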

For the CC, genes with up-methylated m^5^C peaks were mainly enriched in the focal adhesion, filopodium membrane, late endosome, phagocytic vesicle membrane, etc. 

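The terms of Supplementary S3, for lncRNAs with hypo-methylated peaks, rest on 59 genes, 52 of them tied to a lncRNA with a peak in at least 1 rat. Here too, a peak on an exon sense lncRNA may stand for the mRNA of the gene. A peak was present in more sham than TBI rats for 26 genes, in more TBI than sham rats for 9, and in equal numbers for 17. Adamts16, Clasp1, Map4k3, Negr1, Pan3, RT1-DMa and Tek stand in both supplements, so the same peaks on their lncRNAs enter both counts. Camsap1, whose protein binds the minus ends of microtubules, and Pramef27 had a peak on their lncRNA in all 3 sham rats and no TBI rat. The number of these genes with a peak was 28, 25 and 28 in TBI rats and 35, 43 and 34 in sham rats. Every sham rat lay above every TBI rat (27.0 ± 1.73 against 37.3 ± 4.93, SD, n = 3 each; exact permutation test, p = 0.10). The study chose the genes on these samples, so this is not independent evidence. Of 789 terms, 278 have a p under 0.05 in the supplement, and 0 have a q under 0.05.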

For lncRNAs with hyper-methylated peaks, we identified a total of 789 GO terms (Supplementary S3) and presented the top ten terms for each category (Figure 3E). 

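Exon sense transcripts of Gas6, a ligand of TAM receptors, Flot1, a lipid raft protein gene, and Rgma, a repulsive guidance molecule, each had a peak in 3 sham rats and in TBI rat 3 alone. Sema4d, a semaphorin gene, had peaks in 3 sham and 2 TBI rats. The lncRNA antisense to Pafah1b1, which encodes the dynein regulator Lis1, had 3, 4 and 3 peaks in the sham rats and 1 peak in TBI rat 2 alone. Daxx had a peak in each of the 6 rats. Pdgfd had no lncRNA peak in these lists.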

The BP was enriched in the positive regulation of protein phosphorylation, the positive regulation of the cytokine-mediated (JAK-STAT) signaling pathway, the positive regulation of phosphatidylinositol 3-kinase (PI3K) signaling pathway, and so on. 

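A transcript overlapping the synaptic gene Iqsec2 had peaks in each of the 6 rats, and Dlg3, which encodes a scaffold protein of synapses, in 2 sham rats and 1 TBI rat. The lncRNA in an intron of Dnmt3a, a DNA methyltransferase gene, had a peak in 2 sham rats and in no TBI rat.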

The CC was enriched in the postsynaptic density, intracellular component, XY body and microtubule, etc. The MF was enriched in the microtubule plus-end binding, the signaling receptor binding, the microtubule binding, etc. 

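Of the microtubule genes, Kif1b, a kinesin gene, and Atat1, the tubulin acetyltransferase gene, had lncRNA peaks in all 6 rats, with 2, 1 and 1 Kif1b peaks in TBI rats and 2, 1 and 2 in sham rats, and 1, 3 and 1 Atat1 peaks against 4, 6 and 2. Ccdc88b had a peak in 2 sham rats and no TBI rat, and Dpysl2 had none. Of the receptor binding genes, RT1-N3 had peaks in 1 rat of each group, on the transcript that is also tied to RT1-S3.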

Subsequently, we demonstrate the interrelationship between distinct GO categories and genes (Figure 3D,F). Then, we listed the top 10 lncRNAs with the greatest differences in up-regulated and down-regulated methylation enrichment levels (Table 1).

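All 10 lncRNAs listed as up had a peak in more TBI than sham rats. AABR07069067.1 and AABR07071198.1 on chromosome 8 had one in 3 TBI rats and no sham rat. Their fold enrichments, as the authors give them, were 11.95, 7.76 and 3.74, and 8.24, 21.3 and 3.40. LOC102554608, AABR07067641.1, AABR07003007.1 and AABR07016947.1 had a peak in TBI rats 1 and 2 alone, AABR07013888.1 in TBI rat 2 alone and AABR07006925.1 in TBI rat 1 alone. Rn50_20_0046.8 had peaks in 3 TBI rats and 1 sham rat, and AABR07033564.2 in 3 and 2. Of the 10 listed as down, 6 had a peak in more sham rats. AABR07003304.2 had it in 2 sham rats, and AABR07025328.1, AABR07054583.1, AC108312.2 and Rn60_6_0139.2 in 1. Rn50_X_0744.3 had peaks in 3 sham and 2 TBI rats. AC110351.2, Rn50_10_0862.1 and Rn60_6_0139.1 had peaks in equal numbers of rats, and AABR07060341.2 in 2 TBI rats and no sham rat. The list was chosen on these samples and is not independent evidence of direction.

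**Figure D3:**
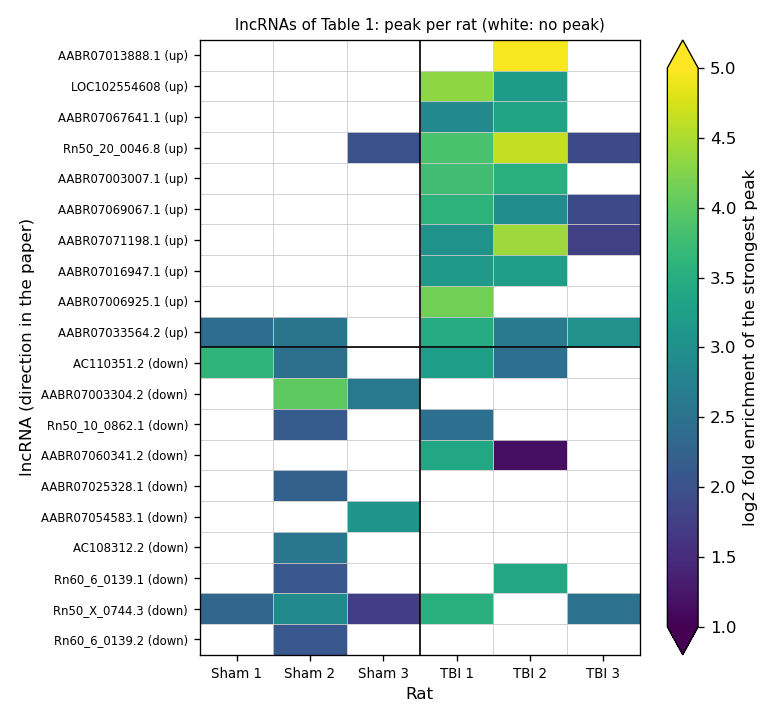
The 20 lncRNAs of Table 1 in each sham and TBI rat. Colour gives the log2 fold enrichment of the strongest peak in that rat, from the authors' lists, and white means no peak. Of the 10 lncRNAs listed as up, 8 have peaks in TBI rats alone.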

### 4.3. Modification of lncRNA Expression Profile After TBI

Following TBI, substantial changes were observed not only in the methylation but also in the expression profiles of lncRNAs. Our sequencing results confirmed these findings, identifying a total of 1487 up-regulated and 1600 down-regulated lncRNAs (Figure 4A). Among these, 103 genes showed significant differential expression, with 48 up-regulated and 55 down-regulated genes (Fold change > 2, *p* < 0.05) (Figure 4B). The heatmap displays the relative expression levels of each sample in the TBI and sham groups, where samples within the same group exhibited similar patterns, while distinct patterns were observed between the two groups (Figure 4C). The GO enrichment analysis uncovered possible roles for lncRNAs that were expressed differently. For genes with hyper-methylation, the BPs were enriched in nuclear membrane disassembly, the positive regulation of the JAK-STAT signaling pathway, and the reelin-mediated (RM) signaling pathway. The CCs were enriched in the perinuclear region of the cytoplasm, the supraspliceosomal complex, and the elongator holoenzyme complex. The MFs were enriched in signaling receptor binding, acetyltransferase activity, and endopeptidase inhibitor activity (Figure 4D). We further demonstrated the interrelationships between distinct GO categories and genes (Figure 4E). Detailed GO terms are provided in the supplementary file (Supplementary S4). For genes with hypo-methylation, the BPs were enriched in nitric oxide-mediated signal transduction, phosphatidylserine acyl-chain remodeling, and neurotransmitter loading into synaptic vesicles. The CCs were enriched in proximal neuron projection, the axon initial segment, and presynaptic active zone. The MFs were enriched in guanylate cyclase activity, L-glutamate transmembrane transporter activity, and neurotransmitter transmembrane transporter activity (Figure 4F). We also demonstrated the interrelationships between different GO categories and genes (Figure 4G). Detailed GO terms are provided in the supplementary file (Supplementary S5). Subsequently, we listed the 20 lncRNAs with the most significantly different expression levels, showing the top up-regulated and down-regulated lncRNAs (Table 2).

### 4.4. Conjoint Analysis of m^5^C Methylation and lncRNA Expression

To further investigate how m^5^C methylation relates to gene expression, this study involved a simultaneous examination of lncRNAs with alterations in methylation and expression. A nine-quadrant plot demonstrates the fold change of m^5^C methylated and expressed lncRNAs (Figure 5A). Through additional analysis, Venn diagrams were created to illustrate the correlation between differentially methylated genes and lncRNAs with differential expression (Figure 5B). 

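Among lncRNAs listed as hyper-methylated with higher expression, AABR07005921.1 had peaks in 3 TBI and 2 sham rats, AABR07026984.1 in 2 TBI rats and AC141168.1 in 1 TBI rat, with none in sham rats. AABR07070926.1 had 1 peak in each of the 6 rats, and Rn50_14_0474.1 had one in 1 rat of each group. AC123500.1 had a peak in 1 TBI and 2 sham rats, and AABR07029847.1 in 1 sham rat alone. Expression was not analysed here.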

We identified a set of eight hyper-methylated genes that were up-regulated (Table 3). Seven hyper-methylated genes were down-regulated (Table 4). 

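Peaks on AABR07055333.1 and AABR07056330.1 were present in 3 TBI and 2 sham rats each. The fold enrichments of AABR07055333.1, as the authors give them, were 34.0, 101 and 18.5 in TBI rats and 18.5 and 9.83 in sham rats. AABR07001623.1 had peaks in TBI rats 1 and 2 alone. Rn60_20_0054.2 had peaks in all 6 rats, and LOC102551100 in 1 rat of each group. AABR07040629.1 had peaks in 2 TBI and 3 sham rats, and AC109837.1, in an intron of Fgf14, in 1 sham rat. Over Tables 3 and 4, 7 of 15 entries had a peak in more TBI rats, 4 in more sham rats and 4 in equal numbers.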

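Rn60_10_0621.3, the lncRNA antisense to Pafah1b1, had a peak in 1 TBI and 3 sham rats, and Rn50_11_0375.8 and AABR07030498.1 in 1 TBI and 2 sham rats each. AABR07007878.1 had a peak in 1 sham rat alone. AC110351.2 and AABR07072264.4 had peaks in 2 rats of each group. AABR07070926.1 and Rn60_20_0054.2 had peaks in every rat, and the Vps52 transcript ENSRNOT00000092458 in none, while another lncRNA tied to Vps52 had a peak in 2 sham rats and no TBI rat. Over these 9 entries, 4 had a peak in more sham rats, 0 in more TBI rats, 4 in equal numbers and 1 in no rat.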

Four hypo-methylated genes were up-regulated (Table 5), and five hypo-methylated genes were down-regulated (Table 6). (Fold change > 2, *p* < 0.05).

## 5. Discussion

TBI is frequently observed in sports-related injuries, military settings, and home environments. TBI can cause substantial damage to neuronal function and cognitive abilities, with these adverse effects potentially lasting for years or even a lifetime after the initial incident [37,38]. Over 1 million new TBI cases are reported every year in China [39]. A major challenge in developing diagnostic, therapeutic, and prognostic strategies for TBI is the complexity of its pathology. Epigenetics plays a significant role in traumatic brain injuries, as demonstrated by an increasing amount of research [40,41,42]. Gene expression studies are essential for uncovering the molecular mechanisms that contribute to TBI pathophysiology. For example, an RNA-Seq analysis of hippocampal and leukocyte samples from rats with TBI identified 240 and 1052 genes with differential expression, and 111 and 739 transcripts that are differentially expressed, respectively [40]. LncRNAs play a variety of roles in the regulation of gene expression at a number of different levels, such as epigenetic, transcriptional, post-transcriptional, and chromatin remodeling, by interacting with the 3′ untranslated region (UTR) of mRNAs [43]. The regulation of gene expression by lncRNAs is critical, and they are associated with a range of CNS disorders [44]. The expression of lncRNAs also changes significantly [41,45].

Numerous studies have demonstrated that RNA methylation is significantly altered in diseases associated with central nervous system (CNS) injury. For instance, changes in mRNA m^6^A methylation have been observed following traumatic spinal cord injury in rats [46]. The m^5^C modification is abundant in non-coding RNAs, particularly in long non-coding RNAs, and is implicated in the regulation of gene expression by modulating the RNA secondary structure. This modification may thus play a pivotal role in cellular differentiation, development, and the pathogenesis of various diseases. In non-coding RNAs, m^5^C modifications are postulated to operate through mechanisms such as gene silencing regulation, chromatin architecture remodeling, and the enhancement of protein-RNA interactions [16,18]. The role of m^5^C modification in cancer has become an important research area; abnormal m^5^C modifications have been found in various cancers, particularly in mRNA and non-coding RNA [47]. However, there is currently no compelling evidence to suggest that m^5^C impacts the expression levels of lncRNAs.

To date, there have been no studies on the altered m^5^C methylation profile lncRNA after TBI; our study addresses this gap. Some studies suggest that lncRNAs have a significant role in mediating diseases of the central nervous system. For example, Ginkgo biloba extract ameliorates inflammatory responses and reduces neuronal damage in the hippocampus of status epilepticus mice by down-regulating lncRNA-COX2/NF-κB signaling, which improves memory function in mice [43]. Additionally, LINC00938 mitigates neonatal brain injury caused by hypoxic–ischemic encephalopathy by regulating oxidative stress and inhibiting the JNK/p38 MAPK pathway [48]. The involvement of lncRNAs in the pathological process of TBI through different pathways has been confirmed by several studies. An RNA-Seq study on mice after TBI showed 667 lncRNAs were up-regulated, while 156 lncRNAs were down-regulated [49]. Furthermore, the number of altered lncRNAs in human TBI expression profiles were associated with the severity of TBI. Specifically, a greater number of lncRNA alterations were observed in cases of more severe injury [45].

We determined the m^5^C methylation profile of lncRNAs in TBI rats using MeRIP-seq, which provides evidence for further study of the association between lncRNA m^5^C methylation and TBI. Our study identified 1127 m^5^C methylation peaks that were significantly altered, among which 789 peaks were up-regulated and 338 were down-regulated. The distribution and the number of these peaks were significantly different between the TBI and the normal rat samples, which provides direct evidence for a clear link between m^5^C methylation alterations and TBI. 

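How alike the lncRNA peaks of single rats were was measured by the Jaccard index, the bases covered in both rats over those covered in either. It averaged 0.292 among the sham rats (0.280 to 0.301), 0.199 among the TBI rats (0.178 to 0.233) and 0.234 between a TBI and a sham rat (0.160 to 0.340). The most similar pair of all was TBI rat 3 and sham rat 1. Rats of the same group were more alike than rats of different groups by 0.0115 on average. Of the 10 splits of the 6 rats into groups of 3, 3 gave a difference as large, so the exact p is 0.3. Leaving out a sham rat turned the difference negative, to -0.00740, -0.0166 and -0.0113 without Sham replicate 1, 2 and 3. It grew to 0.0249 without TBI replicate 1 and to 0.0688 without TBI replicate 3, then the largest of the splits (exact p = 0.10), and was 0.0221 in lists of equal length, 0.0189 with the best-ranked 50% and 0.00713 at a reciprocal overlap of 50%. Some of the change when a rat is left out follows from averaging over pairs. Without a sham rat most pairs within groups are TBI pairs, which were less alike, and without a TBI rat most are sham pairs. The paper takes the number and distribution of the altered peaks as direct evidence of a clear link with TBI. Later it writes of a potential link and adds that correlation is not causation.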

Compared to normal rats, our RNA-seq results showed that a total of 48 lncRNAs were up-regulated and 55 lncRNAs were down-regulated in TBI rats (Fold change > 2, *p* < 0.05). Results may vary slightly depending on the severity of the TBI and the species used for the experiment. We then conducted a cross-linking analysis of lncRNA methylation and expression profiles. We found significant changes in m^5^C methylation and lncRNA expression after TBI in rats, further supporting a potential link between m^5^C methylation and TBI.

Subsequently, we conducted a GO analysis to investigate the functional roles of these lncRNAs with distinct methylation patterns. The results showed that differentially methylated lncRNAs were primarily associated with pathways such as the GPCR signaling pathway, VEGFR signaling pathway, CMSP signaling pathway, and PI3K signaling pathway, as well as processes related to lipid metabolism, transport, phosphorylation, immune processes, and neural repair. Comparing our GO analysis results with the existing literature, we found many similarities. For instance, a study on a GO analysis of differentially expressed lncRNAs in mice post-TBI primarily involved immune processes, stress responses, the activation of biological and cellular processes, and receptor or cytokine binding and activation [49], which are highly consistent with our findings. These findings are also related to physiological processes within the nervous system, such as immune synapse formation, neuron generation, neuron projection development, and neurotransmitter transmembrane transport. Angiogenesis describes the process of generating new blood vessels from preexisting established vascular networks [50]. The process of angiogenesis leads to the development of new blood vessels, thereby providing the brain with essential oxygen and nutrients. It relieves cerebral ischemia, or brain tissue damage caused by a lack of oxygen and nutrients, accelerates the structural remodeling of the injured brain, and ultimately promotes the recuperation of neurological function [51]. Promoting angiogenesis has emerged as a promising approach to address central nervous system injuries. The regulation of angiogenesis is dependent upon a plethora of vascular growth factors, with the VEGF as one example, but not exclusively, which facilitates the growth and movement of endothelial cells and also improves vascular permeability [52]. The majority of the angiogenic in vivo effects of the VEGF are the result of the actions of the VEGFR-2. In vitro studies have demonstrated that the VEGFR-2 is involved in the regulation of a number of processes, including the permeability of microvessels, the proliferation, migration and survival of endothelial cells [53]. The VEGFR-2 can transduce VEGF signaling through multiple intracellular signaling pathways [54]. The administration of simvastatin has been demonstrated to promote angiogenesis in both the lesion border zone and the hippocampus following TBI, as well as improving functional recovery. This effect is attributed to activate the VEGFR-2/Akt/endothelial nitric oxide synthase (eNOS) pathway [50]. These observations further support our findings regarding the potential role of lncRNAs in regulating angiogenesis and neural repair. The cytokine IL-10 is involved in numerous pathophysiological processes and plays a pivotal role in the pathogenesis of muscle diseases [55]. The upregulation of IL-10 expression has been demonstrated to prevent muscle atrophy in mice following TBI [55]. There is evidence that the expression of pro-inflammatory molecules can be inhibited by specific drugs in glial cells through the upregulation of IκBα, which is mediated by type 1A phosphatidylinositol-3 kinase (PI3K). Furthermore, it resulted in a reduction in neuronal apoptosis and vascular and blood–brain barrier disruption in the mice brains after TBI, and it demonstrated improvements in memory and motor activity [56]. This finding also supports the potential role of lncRNAs in immune regulation and neuroprotection in our study.

Several limitations of our study should be acknowledged. First, the sample size of N = 3 per group may increase the likelihood of false positives, particularly those unrelated to TBI. Second, although MeRIP-seq has played an important role in identifying m^5^C modifications in RNA, it has limitations in resolution and sensitivity [57]. This method relies on antibody enrichment, which may introduce biases and lacks single-base resolution, potentially leading to false positives or undetected modifications [58]. Future studies could employ more advanced technologies to further validate and complement these findings. Additionally, there are inherent limitations to conducting GO or similar analyses on lncRNAs. Unlike protein-coding genes, lncRNAs often lack well-defined functional annotations, making it challenging to directly interpret their roles [59]. Traditional GO analysis is mainly designed for protein-coding genes, so lncRNA functions are typically inferred indirectly, often based on their proximity to protein-coding genes, target associations, or roles within regulatory networks [60]. This indirect approach can lead to functional enrichment results that are incomplete or less accurate.

In essence, this study presents the first demonstration of altered lncRNA m^5^C methylation following TBI in rats, revealing a new layer of post-transcriptional regulatory changes associated with TBI pathophysiology. By identifying distinct m^5^C methylation patterns in lncRNAs, our findings lay the groundwork for future studies to investigate the specific mechanisms by which these methylation changes impact TBI progression and recovery. This research not only expands our understanding of the molecular landscape of TBI but also highlights the potential of lncRNA m^5^C methylation as a novel biomarker for TBI diagnosis and prognosis. Furthermore, understanding the role of m^5^C-modified lncRNAs in TBI may guide the development of new therapeutic approaches aimed at modulating methylation patterns for enhanced recovery and neuroprotection. Nevertheless, it is crucial to acknowledge that correlation does not imply causation; additional studies are necessary to further investigate the association between lncRNA m^5^C methylation and TBI.

## Figures and Tables

**Figure 1:**
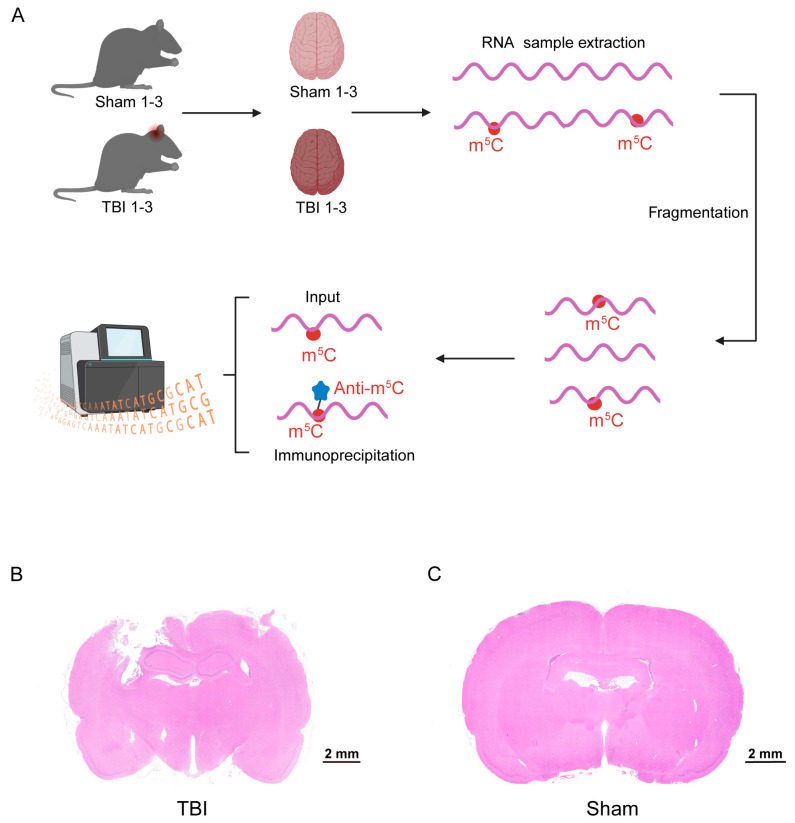
**Experimental procedure:** (**A**). The general process of the experiment; (**B**). HE staining of coronal brain slices from the rat TBI model; and (**C**). HE staining of coronal sections of brain tissue from the sham group.

**Figure 2:**
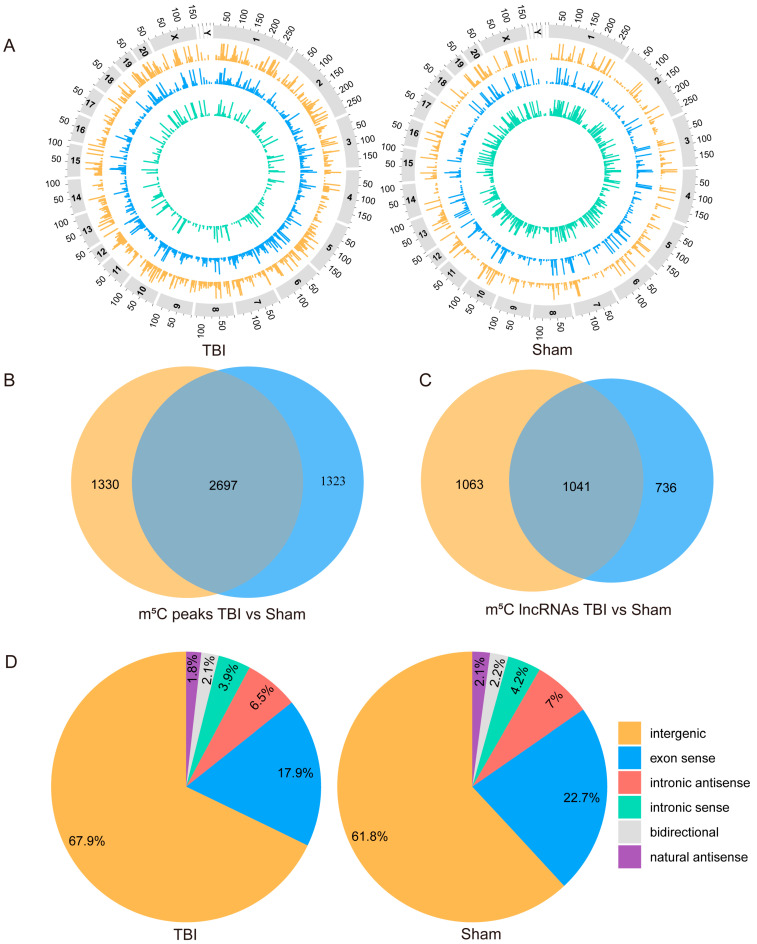
**Overview of lncRNA m^5^C methylation in both sham and TBI groups:** (**A**). Visualization of m^5^C peaks at the chromosomal level in TBI and sham groups. (**B**). Venn diagram showing the number of m^5^C methylation peaks detected in lncRNAs in TBI and sham groups. (**C**). Venn diagram showing the number of lncRNAs with m^5^C peaks in TBI and sham groups. (**D**). Pie charts depicting the distribution of methylated lncRNA sources in TBI and sham groups.

**Figure 3:**
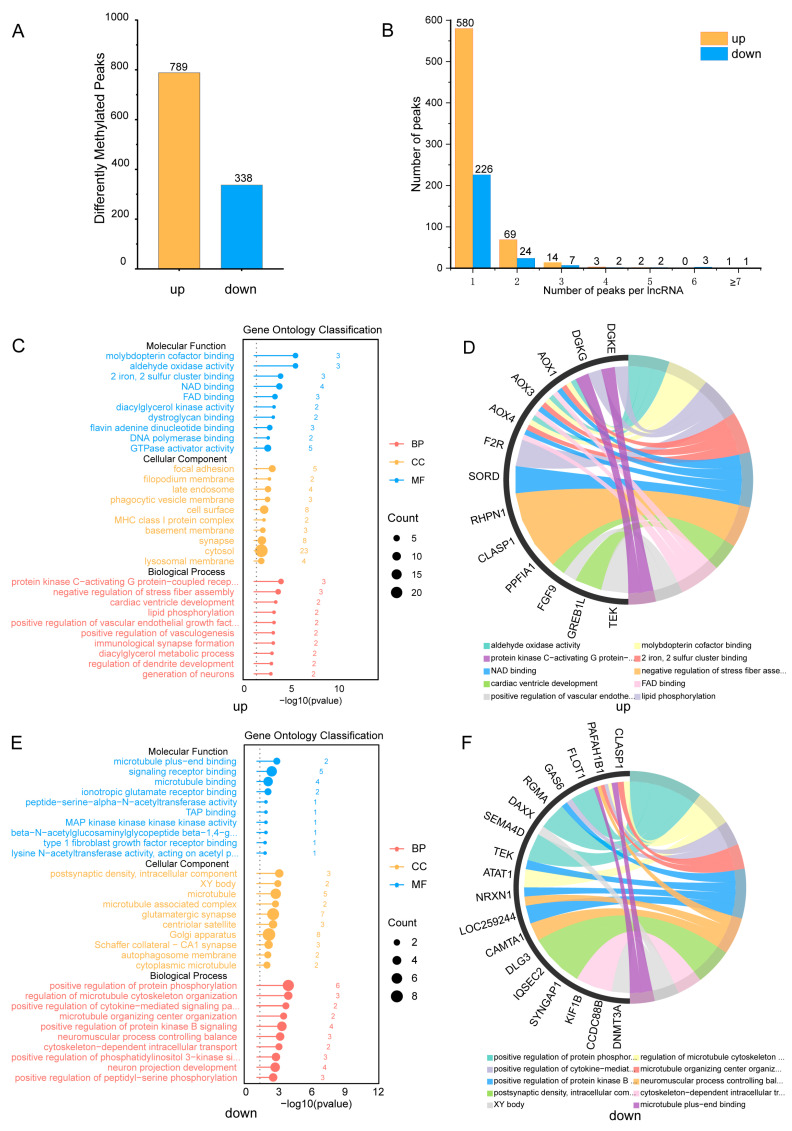
**Characteristics of post-TBI lncRNA m^5^C methylation and GO analysis:** (**A**). Number of significantly up-regulated and down-regulated m^5^C peaks in TBI rats (*p* < 0.05, FC > 2). (**B**). Number of m^5^C peaks on each lncRNA in TBI and sham rats (*p* < 0.05, fold change > 2). (**C**). Significantly enriched GO categories for hyper-methylated lncRNAs. *Incomplete GO term displayed: BP: Protein kinase C-activating G protein-coupled receptor signaling pathway; Positive regulation of vascular endothelial growth factor receptor signaling pathway.* (**D**). String diagrams showing the connections between different GO categories of hyper-methylated lncRNAs. (**E**). Significantly enriched GO categories for hypo-methylated lncRNAs. *Incomplete GO term displayed: MF: Beta-N-acetylglucosaminylglycopeptide beta-1,4-galactosyltransferase activity; Lysine N-acetyltransferase activity, acting on acetyl phosphate as donor. BP: positive regulation of cytokine-mediated signaling pathway*; positive regulation of phosphatidylinositol 3-kinase signaling pathway. (**F**). String diagrams showing the connections between different GO categories of hypo-methylated lncRNAs.

**Figure 4:**
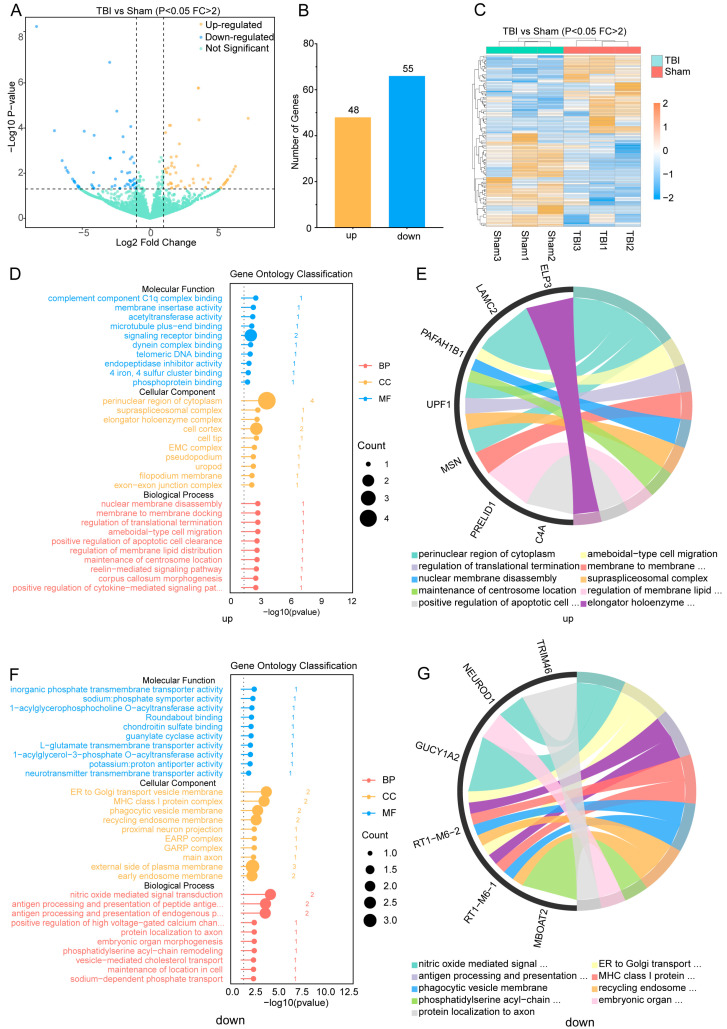
**Changes in lncRNA expression and GO analysis after TBI:** (**A**). Volcano plot displaying the lncRNAs that were significantly up-regulated and down-regulated after TBI (fold change > 2, *p*-value < 0.05). (**B**). Number of up-regulated and down-regulated lncRNAs (fold change > 2, *p*-value < 0.05). (**C**). Cluster analysis of differentially expressed lncRNAs. (**D**). Significantly enriched GO categories for up-regulated lncRNAs. *Incomplete GO term displayed: BP: positive regulation of cytokine-mediated signaling pathway.* (**E**). String diagrams showing the connections between different GO categories of the up-regulated lncRNAs. (**F**). Significantly enriched GO categories for down-regulated lncRNAs. *Incomplete GO terms displayed: BP: antigen processing and presentation of peptide antigen via MHC class I; antigen processing and presentation of endogenous peptide antigen via MHC class Ib; positive regulation of high voltage-gated calcium channel activity.* (**G**). String diagrams showing the connections between different GO categories of the down-regulated lncRNAs.

**Figure 5:**
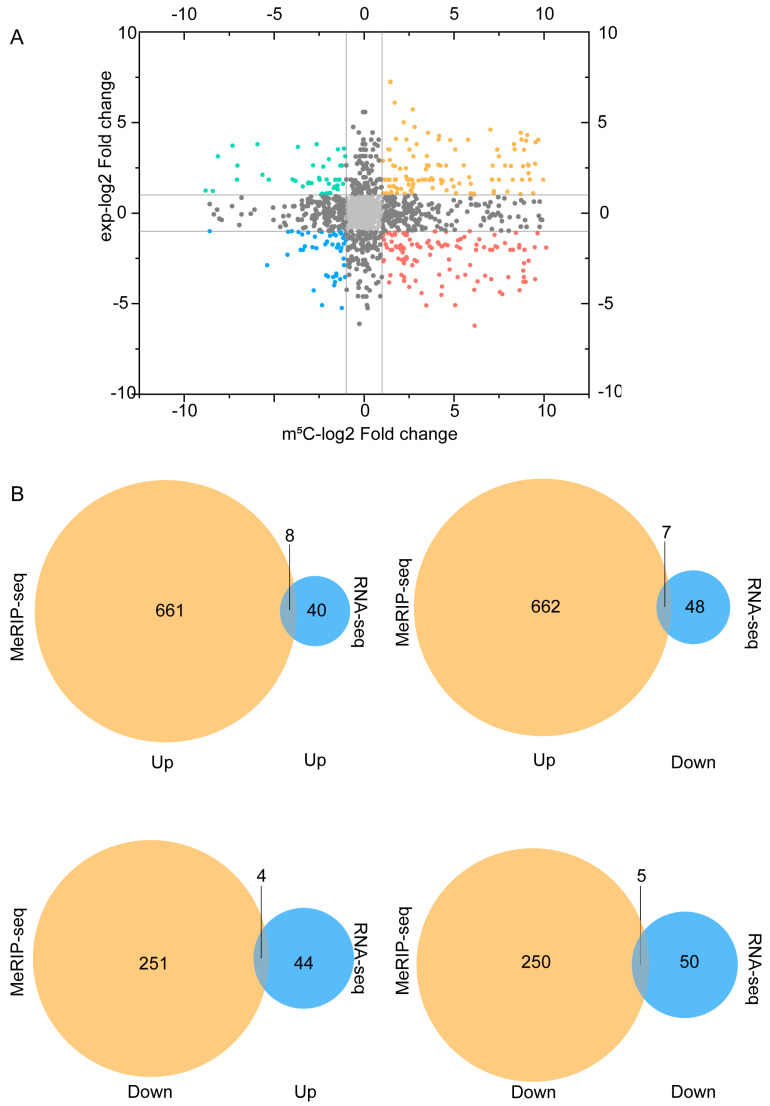
**Combined analysis of m^5^C methylation and lncRNA expression after TBI:** (**A**). The nine-quadrant plot illustrates the correlation between lncRNA m^5^C methylation and the corresponding lncRNA expression. Top-right quadrant: both methylation and gene expression are up-regulated (m^5^C-fold change > 2 and Exp-fold change > 2). Top-left quadrant: methylation is down-regulated while gene expression is up-regulated (m^5^C-fold change < −2 and Exp-fold change > 2). Bottom-left quadrant: both methylation and gene expression are down-regulated (m^5^C-fold change < −2 and Exp-fold change < −2). Bottom-right quadrant: methylation is down-regulated while gene expression is up-regulated (m^5^C-fold change > 2 and Exp-fold change < −2). (**B**). Venn diagrams showing the overlap between the number of differentially methylated genes and the number of differentially expressed lncRNAs.

**Table 1:** Top 20 differently m^5^C methylated lncRNAs after TBI.

Chromosome	Transcript id	Gene Name	Log_2_FC	*p*-Value	Regulation
chr2	ENSRNOT00000087639	AABR07013888.1	10.900	7.63 × 10^−10^	up
chr15	ENSRNOT00000083952	LOC102554608	10.680	2.29 × 10^−9^	up
chr9	ENSRNOT00000080726	AABR07067641.1	10.582	2.71 × 10^−9^	up
chr20	ENSRNOT00000082815	Rn50_20_0046.8	10.350	2.27 × 10^−9^	up
chr1	ENSRNOT00000084795	AABR07003007.1	10.282	2.57 × 10^−9^	up
chr8	ENSRNOT00000077688	AABR07069067.1	10.125	2.52 × 10^−9^	up
chr8	ENSRNOT00000091570	AABR07071198.1	9.986	1.39 × 10^−9^	up
chr15	ENSRNOT00000090163	AABR07016947.1	9.979	2.47 × 10^−9^	up
chr1	ENSRNOT00000089632	AABR07006925.1	9.960	2.40 × 10^−9^	up
chr11	ENSRNOT00000087021	AABR07033564.2	9.904	2.26 × 10^−9^	up
chr5	ENSRNOT00000081820	AC110351.2	−8.811	5.05 × 10^−9^	down
chr1	ENSRNOT00000079890	AABR07003304.2	−8.577	4.26 × 10^−9^	down
chr10	ENSRNOT00000078328	Rn50_10_0862.1	−8.412	1.32 × 10^−8^	down
chr4	ENSRNOT00000081779	AABR07060341.2	−8.350	4.65 × 10^−9^	down
chr16	ENSRNOT00000067642	AABR07025328.1	−8.170	7.22 × 10^−9^	down
chr3	ENSRNOT00000085951	AABR07054583.1	−8.126	4.48 × 10^−9^	down
chr14	ENSRNOT00000082693	AC108312.2	−8.098	5.31 × 10^−9^	down
chr6	ENSRNOT00000092708	Rn60_6_0139.1	−8.050	4.68 × 10^−9^	down
chrX	ENSRNOT00000076115	Rn50_X_0744.3	−8.045	1.42 × 10^−8^	down
chr6	ENSRNOT00000092406	Rn60_6_0139.2	−8.024	4.73 × 10^−9^	down

**Table 2:** Top 20 differently expressed lncRNAs after TBI.

Chromosome	Transcript id	Gene Name	Log_2_FC	*p*-Value	Regulation
chr19	ENSRNOT00000087266	AC123500.1	7.239	3.72 × 10^−5^	up
chr20	ENSRNOT00000090814	Rn50_20_0066.11	6.300	4.99 × 10^−3^	up
chrX	ENSRNOT00000072290	AABR07036920.1	6.196	6.73 × 10^−3^	up
chr10	ENSRNOT00000005433	AABR07029847.1	6.093	8.88 × 10^−3^	up
chr6	ENSRNOT00000042226	AABR07064809.1	5.917	1.32 × 10^−2^	up
chr15	ENSRNOT00000079896	AC141168.1	5.721	1.93 × 10^−2^	up
chr4	ENSRNOT00000087525	AC115202.1	5.718	1.94 × 10^−2^	up
chr16	ENSRNOT00000086688	AABR07024814.2	5.657	2.17 × 10^−2^	up
chr1	ENSRNOT00000078400	AABR07005921.1	5.579	2.50 × 10^−2^	up
chr2	ENSRNOT00000090546	AABR07007717.3	5.570	2.53 × 10^−2^	up
chrX	ENSRNOT00000042767	Rn50_X_0232.1	−8.370	3.17 × 10^−9^	down
chr5	ENSRNOT00000092776	Rn60_5_1374.5	−7.050	1.31 × 10^−4^	down
chr19	ENSRNOT00000077876	AABR07043772.1	−6.483	2.77 × 10^−3^	down
chr1	ENSRNOT00000089974	AABR07001623.1	−6.224	5.66 × 10^−3^	down
chr7	ENSRNOT00000086704	AABR07057146.1	−6.123	7.57 × 10^−3^	down
chr11	ENSRNOT00000090855	AABR07034455.1	−6.029	9.31 × 10^−3^	down
chr19	ENSRNOT00000082702	AABR07043106.1	−5.714	1.81 × 10^−2^	down
chr2	ENSRNOT00000089103	AC098750.3	−5.604	2.23 × 10^−2^	down
chr20	ENSRNOT00000089589	Rn60_20_0017.1	−5.573	2.34 × 10^−2^	down
chr2	ENSRNOT00000085759	AABR07008424.1	−5.533	2.64 × 10^−2^	down

**Table 3:** Hyper-methylated and up-regulated lncRNAs.

Chromosome	Transcript id	Gene Name	m^5^C-Log_2_FC	Exp-Log2FC	Regulation
chr10	ENSRNOT00000005433	AABR07029847.1	1.707	6.093	up-up
chr14	ENSRNOT00000050454	Rn50_14_0474.1	9.080	4.309	up-up
chr1	ENSRNOT00000078400	AABR07005921.1	2.042	5.579	up-up
chr15	ENSRNOT00000079896	AC141168.1	2.708	5.721	up-up
chr8	ENSRNOT00000080817	AABR07070926.1	2.310	2.561	up-up
chr17	ENSRNOT00000081442	AABR07026984.1	9.531	3.908	up-up
chr19	ENSRNOT00000087266	AC123500.1	1.470	7.239	up-up
chr13	ENSRNOT00000092264	Lamc2	1.777	4.100	up-up

**Table 4:** Hyper-methylated and down-regulated lncRNAs.

Chromosome	Transcript id	Gene Name	m^5^C-Log_2_FC	Exp-Log2FC	Regulation
chr15	ENSRNOT00000073331	AC109837.1	6.131	−4.240	up-down
chr7	ENSRNOT00000077500	AABR07055333.1	2.051	−1.992	up-down
chrX	ENSRNOT00000080500	AABR07040629.1	1.155	−1.461	up-down
chr3	ENSRNOT00000084353	LOC102551100	3.654	−1.842	up-down
chr1	ENSRNOT00000089974	AABR07001623.1	6.148	−6.224	up-down
chr7	ENSRNOT00000090134	AABR07056330.1	2.320	−1.159	up-down
chr20	ENSRNOT00000092329	Rn60_20_0054.2	2.255	−1.947	up-down

**Table 5:** Hypo-methylated and up-regulated lncRNAs.

Chromosome	Transcript id	Gene Name	m^5^C-Log_2_FC	Exp-Log2FC	Regulation
chr11	ENSRNOT00000075105	Rn50_11_0375.8	−2.507	1.942	down-up
chr8	ENSRNOT00000080817	AABR07070926.1	−2.268	2.561	down-up
chr5	ENSRNOT00000081820	AC110351.2	−8.811	1.238	down-up
chr10	ENSRNOT00000092746	Rn60_10_0621.3	−1.127	3.563	down-up

**Table 6:** Hypo-methylated and down-regulated lncRNAs.

Chromosome	Transcript id	Gene Name	m^5^C-Log_2_FC	Exp-Log2FC	Regulation
chr11	ENSRNOT00000082278	AABR07072264.4	2.236	−2.803	down-down
chr10	ENSRNOT00000086815	AABR07030498.1	−3.437	−1.186	down-down
chr2	ENSRNOT00000088094	AABR07007878.1	−4.022	−1.002	down-down
chr20	ENSRNOT00000092329	Rn60_20_0054.2	−2.647	−1.947	down-down
chr20	ENSRNOT00000092458	Vps52	−1.303	−2.085	down-down

## Data Availability

The sequencing data are uploaded to the NCBI GEO database and are accessible through the GEO Series accession number GSE276398. All relevant samples from this study have been assigned individual GEO sample accession numbers. For more details, please refer to the data link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE276398 (accessed on 8 November 2024).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cimb46120871/s1.

How the deposited data were processed for this re-analysis (not part of the article)

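Brain tissue of 3 TBI rats and 3 sham-operated rats was used, with an m5C immunoprecipitate and an input library from each. The authors trimmed reads with Cutadapt, mapped them to rn6 (STAR is named for the input libraries and Hisat2 for all libraries), called peaks with MACS for each rat against its input, and selected peaks on annotated exons with their own code. The paper gives MACS version 2.2.7.1, while the column names are of the style of an earlier MACS. The 18 lists hold peaks on lncRNAs, mRNAs and circRNAs. Each sheet was assigned to its rat by its name, which carries the replicate number and, for sham rats, the group. Sheets whose name gives no group were taken as TBI, the only other group. The input libraries enter only through the peak calls.

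For every peak the authors give a score (minus 10 times log10 of the peak caller's p, from 50 to 3233), a ratio (fold enrichment of immunoprecipitate over input, at least 2) and a false discovery rate as a percent. The deposited score was used to rank peaks within a list, the fold enrichment and the percent to describe them, and the percent also as a filter in 1 alternative and, as its median per list, to compare the lists. Reads per sample are unknown, so depth was judged by the number of peaks, and no interval for counting error was computed. Coordinates are those of the lists, in rn6, with starts counted from 1. No genome of this build was used.

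Peaks were counted as distinct intervals (in shares of positional classes, as distinct pairs of peak and class), lncRNAs as transcripts, mRNAs as genes and circRNAs by coordinates. Counts and shares per rat were compared by exact two-sided permutation tests over 20 assignments. Sets of peaks were compared after merging within groups at an overlap of 1 bp, and pairs of rats by the Jaccard index. A lncRNA, gene or circRNA that has a peak in all 3 rats of one group and in none of the other was counted in each direction, and the count was set against the 10 splits of the 6 rats. With 3 against 3, groups do not overlap by chance in 10% of cases. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used.

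Named in the text are the transcripts of Tables 1, 3, 4, 5 and 6, the genes behind the GO terms the paper names, and the 10 lncRNAs, 10 mRNA genes and 5 circRNAs in each direction whose peaks rank best, plus members of fixed gene lists that separate the groups. The paper's tables were seen before this rule was written. A few genes that this rule takes are not reported here. The lncRNAs with the most peaks were chosen after their values were seen. The 16 gene lists, with 304 different genes, cover acute injury and inflammation, immediate early genes, reactive astrocytes, microglia and macrophages, neutrophils, erythrocytes and plasma, endothelium and pericytes, meninges and choroid plexus, oligodendrocytes and myelin, neurons and synapses, m5C enzymes and readers, VEGF and angiogenesis, PI3K and AKT, JAK-STAT and interleukin 10, lipid metabolism, and MHC class I. They were tested with one-sided Fisher's exact tests against the 18415 mRNA genes with a peak in any rat, adjusted over 32 tests by the Benjamini-Hochberg method.

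The alternatives set before the data were examined were leaving out each rat, the best-ranked 50% of each list, lists of equal length (709 lncRNA, 21019 mRNA and 4579 circRNA peaks), list entries in place of distinct peaks, gene names in place of transcripts, presence in at least 2 of 3 rats, a reciprocal overlap of 50%, peaks specific to a group, a replicate block, and another background for the gene lists. The step that counts separating features was tested on simulated lists with 200 planted features. All 200 were recovered among 3084 lncRNAs, which follows from how they were planted, with a peak in every rat of a group and none of the other. It therefore checks the counting step and does not show how many less regular features would be found. Without planting, 25 simulated lncRNAs separated the groups. The authors' differential test (diffReps) and the RNA-seq comparison need reads or counts and were not repeated, so the expression results are not analysed here.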

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

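Of the tests of explanations in this part, those on equal-length lists and on beta-defensin and keratin-associated protein genes were chosen before their results were seen; all others were chosen after, and so was the demand that the last 2 explanations hold in full and in equal-length lists. Groups of 3 rats are too small to test a single rat as an outlier.

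The paper reports on lncRNAs only, and the lists also hold peaks on mRNAs and circRNAs. These classes are not independent, since the same stretch can be listed for both, as for Ercc8 and Atf1 in sham rats. Such a peak may stand for either RNA. A peak was present in all 3 TBI rats and in no sham rat for 59 mRNA genes and for 19 circRNAs. The reverse held for 161 mRNA genes and 95 circRNAs. In lists of equal length the order turned for mRNA genes, to 160 for TBI and 76 for sham. For mRNA genes 5 of the 10 splits of the rats separated as many in both directions together (220, highest other split 340), and for circRNAs 3 of 10 did (114, highest other 152). For lncRNAs it was 4 of 10 (31, highest other 40). The 10 splits are too few for a share under 0.05. In each of them, the group that held TBI rat 3 had the smaller count for mRNA genes and for circRNAs. The smaller TBI counts in the full lists therefore cannot be told apart from the short lists of this rat. The highest split put TBI rats 1 and 2 with sham rat 2 for lncRNAs and circRNAs and with sham rat 3 for mRNA genes. Without TBI replicate 3, 562 mRNA genes had a peak in the remaining TBI rats alone, and without TBI replicate 1, 566 in sham rats alone.

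TBI rat 3 had the fewest peaks of the 6 rats in each RNA class. For lncRNAs, a lower number with a peak common to all TBI rats is argued against. Only 1 TBI rat had fewer lncRNAs with a peak than the lowest sham rat. TBI rats 1 and 2, at 1286 and 1347, lay above the highest, at 1002. The reads behind each list are unknown, so an effect of injury hidden by differences in depth stays open. For mRNA and circRNA peaks, an effect of injury common to the TBI rats cannot be told apart from differences between single rats. Fewer mRNA peaks than in the lowest sham rat were found in 2 of 3 TBI rats. TBI rat 1 for mRNAs and TBI rats 1 and 2 for circRNAs lay within the sham range. By mRNA genes with a peak, TBI rats 1 and 2, at 13272 and 12779, lay above the highest sham rat, at 12232. TBI rat 3, at 8058, lay below the lowest. A lower yield or weaker enrichment of this library may be the source, since the median false discovery rate of its lncRNA peaks was 57.4%. It was at most 17.8% in the other lists, although this rate is the authors' and is given list by list. The median fold enrichment in TBI rat 3 was 5.58 for lncRNA peaks, against 4.75 to 6.39 in the other rats. For mRNA peaks it was 6.01, against 5.3 to 6.17, and for circRNA peaks 5.67, the highest of the 6 rats. These medians show no weaker enrichment among called peaks, all of which had passed the threshold of 2. What lowered the yield was not tested, and an effect of injury in this rat alone stays open.

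Olfactory receptor genes, which serve smell in the nose, had mRNA peaks in numbers that set TBI rats 1 and 2 apart. They numbered 192 in TBI rat 1 and 303 in TBI rat 2, above the 95, 94 and 101 of the sham rats, and 41 in TBI rat 3 (exact permutation test, p = 0.4, n = 3 each). A longer list of mRNA peaks is argued against, since in lists of equal length both rats (2 of 2) still lay above the highest sham rat, at 94 and 208 against 43. Peak numbers in the full mRNA lists ran up to 343778 and 439307 in TBI rats 1 and 2, and to at most 301740 in sham rats. Whether a larger number of called peaks plays a part was not tested. Peaks at genes little transcribed in brain, of any family, stay open. For beta-defensin and keratin-associated protein genes both rats (2 of 2) were above the sham rats in the full lists, at 17 and 15 against 12. In lists of equal length, at 8 and 9, TBI rat 1 tied with a sham rat. In the best-ranked 50% both were above, at 8 and 6 against at most 4. A narrower match of gene descriptions, tried first, gave at most 7 in sham rats in lists of equal length. Vomeronasal and taste receptor genes were looked at after the results were seen. For them TBI rats 1 and 2 were above every sham rat in the full lists, in lists of equal length and in the best-ranked 50%. An effect of injury common to the TBI rats cannot be told apart from differences between single rats, since 2 of 3 TBI rats were above the sham rats, and TBI rat 3, below them in the full lists, lay within their range of 34 to 43 in lists of equal length, which its short list sets, and below them again in the best-ranked 50% of each list (2 against 31, 49 and 30), where its list stays the shortest.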

How the results depend on the processing

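With 3 rats against 3 no permutation p can pass 0.05, so directions and sizes are compared here, and a kept p says nothing about stability. Limits on the false discovery rate, on chromosomes and on lncRNAs seen in at least 2 rats, peaks per Mb and peaks without merging were chosen after the data were seen, all other alternatives before. Of the comparisons with the latter, 110 kept their direction (differences, whatever their size), stayed within 1.5 times (counts) or 1 SD (density) or kept their side of the threshold (gene lists), 35 moved further and 11 differences changed sign. For transcripts of the tables that do not separate the groups, leaving out a rat kept the sign (or the 0) of the difference in 182 comparisons and not in 52, while separating lncRNAs keep it by construction; where no cause follows from how the alternative is made, the cause was not tested. The number of reads is unknown and limits every count.

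Leaving out each rat in turn, TBI minus sham ran from -197 to 286 for lncRNA peaks per rat, from -66.0 to 332 for lncRNAs, from -0.0800 to 6.04 percentage points for the intergenic share, from -4.20 to 0.634 for the exon sense share and from -1648 to 959.5 for mRNA genes. The Jaccard difference ran from -0.0166 to 0.0688. Separating lncRNAs ran from 23 to 140 for TBI and from 28 to 67 for sham, and separating mRNA genes from 115 to 562 and from 230.0 to 566, since fewer rats then have to share or to lack a peak. Shared lncRNA stretches ran from 922 to 1109, transcripts of the paper's tables in its direction from 23 to 31 of 44, the single-peak share difference from 2.35 to 3.99 percentage points, the circRNA difference from -1034 to -134, chromosome Y peaks per lncRNA with a peak from 0.314 to 0.457 and the smallest adjusted p of the gene lists from 0.325 to 1.

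With the best-ranked 50% of each list, shared lncRNA stretches were 549, separating lncRNAs for TBI 6 and separating mRNA genes for TBI 22. In lists of equal length the difference in lncRNA peaks is 0 by construction, that in lncRNAs with a peak was 60.3 (exact permutation p = 0.10, the smallest possible, against 1 in the full lists), shared stretches were 624, the difference in mRNA genes turned to 949, and separating mRNA genes were 160 for TBI and 76 for sham. This setting keeps the whole list of TBI rat 3 and only the best-ranked peaks of the other rats. Counting list entries without merging gave 2460 shared. Presence in at least 2 of 3 rats gave 177 and 144 lncRNAs and 682 and 639 mRNA genes, as a looser rule must give more. Of the alternatives chosen after seeing the data, a false discovery rate of at most 20%, gave -17.3 lncRNAs per rat, a sign that TBI rat 3 sets, since it enters with 0 peaks. Distinct TBI peaks without merging gave 1962 shared, and peaks per Mb up to the furthest peak gave 3.49 on chromosome Y, another unit.

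Whether same-numbered rats share more than a number is not stated. Their deviations correlated at -0.0323 to -0.00115 for lncRNAs, and 0 of 3 lncRNA lists, 0 of 3 mRNA lists and 2 of 3 circRNA lists correlated best with their own number. With the replicate block the differences are the same by construction (-33.0 lncRNA peaks and 76.7 lncRNAs, sign-flip permutation p = 1), the smallest p is 0.25, and no call changed.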

Differences from the paper's values

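The number of lncRNA peaks shared by the groups was 1255 stretches here, while the paper shows about 2700 in Fig. 2B, read by eye. Of the alternatives set before the data were examined, counting list entries without merging (2460 TBI entries) falls within 1.5 times of the paper's value. The best-ranked 50% of each list, lists of equal length, a reciprocal overlap of 50% and leaving out any rat do not. Distinct TBI peaks without merging, chosen after seeing the values, gave 1962 and also come within 1.5 times; the paper's called items do not enter this count.

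The exon sense share of pooled peak and class pairs was 11.0% in TBI and 13.7% in sham rats here, while the paper shows about 18% and about 23% in Fig. 2D, read by eye. Counting list entries in place of these pairs gave 18.4% and 23.0% and so reaches the paper's values. Lists of equal length also come within 1.5 times for both groups, without TBI replicate 2 does for TBI, and the best-ranked 50% does for sham. The other rats left out and peaks specific to a group do not. With list entries the intergenic shares were 66.7% and 61.4%, beside the paper's 67.9% and 61.8%. Counted by gene name, 2108 and 1782 lncRNAs had a peak, beside the paper's 2104 and 1777.

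The paper states that the intergenic share is higher and the exon sense share lower after TBI, with a test on Supplementary S1. The counts in that supplement sum to 1001 for TBI and 1000 for sham, and each is its percentage in Fig. 2D times 10, so they are not numbers of peaks. With the rat as replicate, the exact permutation p was 0.5 and 0.7. For peaks specific to a group, the shares were 83.4% in TBI and 76.7% in sham rats for intergenic and 6.35% and 10.0% for exon sense lncRNAs, in the paper's direction (exact p = 0.3 and 0.2 over the 10 splits of the rats, with the selection of peaks, which depends on the groups, redone for each). The direction of both shares was the paper's under every alternative run but 1, without TBI replicate 2. The paper states that chromosome Y has the lowest density. Here it had the fewest peaks. Peaks per lncRNA with a peak and per Mb up to the furthest peak, where it was not lowest, both rest on where peaks were found and do not measure the paper's density. The paper states that the number and distribution of altered peaks differed between the groups. Its differential test was not repeated. The number of all called lncRNA peaks per rat gave an exact permutation p of 1. That is another measure, since totals can be alike while single peaks differ, and it does not test the paper's statement. Of the 44 entries of Tables 1 and 3 to 6, 27 had a peak in more rats of the group the paper gives as more methylated, 11 in equal numbers, 5 in more rats of the other group and 1, the Vps52 transcript of Table 6, in no rat. This counts any called peak on a transcript, while the paper tested single peaks for a change, so the directions can differ. These 5 are AABR07060341.2 in Table 1, AABR07029847.1 and AC123500.1 in Table 3, and AC109837.1 and AABR07040629.1 in Table 4. AABR07072264.4 is listed in Table 6 among hypo-methylated lncRNAs with a positive log2 fold change. AABR07070926.1 stands in Tables 3 and 5 and Rn60_20_0054.2 in Tables 4 and 6, with opposite directions. AC110351.2 stands in Tables 1 and 5 with the same direction, and each of these transcripts is counted at every entry. The paper gives the totals of GO terms after naming a threshold on p, but the totals include terms above it.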

Other observations

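Vomeronasal and taste receptor genes and the splits for the Jaccard index were tested after the results were seen, the gene lists and their splits were set before. The mRNA peaks, which the paper does not report, name the following genes. Among genes with a peak in all TBI rats and no sham rat, the best-ranked were AABR07015078.1, March2, LOC100359586, Olr705, Potec, Crlf3, Rmt1, Sim1, Tex21 and Ccna1. Among genes with a peak in all sham rats and no TBI rat were RGD1561684, Rnasek, Siae, Fgf2, Rab6a, Cst3, Btg1, Rbm15b and Actl10. Cst3 encodes cystatin C, a secreted protease inhibitor. AABR07015078.1 stood out, with fold enrichments from 52.8 to 186 as the authors give them. For circRNAs, hosts were Thsd7a, Slc9a9 and Cdc14b in TBI rats, beside a pair without a gene name, and Slc6a17, Tmem63b, Robo1, Tbc1d30 and Extl1 in sham rats.

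None of the gene lists fixed in advance was enriched among the separating mRNA genes (0 of 32 one-sided Fisher's exact tests after adjustment, 1 at an unadjusted p under 0.05). The smallest p from these exact tests was 0.0200 (adjusted p = 0.639), for Ccl4, a chemokine, and Socs3, an inhibitor of cytokine signalling, among 25 measured genes of acute injury and inflammation, both with peaks in sham rats alone. By the same one-sided exact test, Socs3 was also the 1 gene of the JAK-STAT list (p = 0.161), Trem2 of the microglia list (p = 0.146) and Cldn11 of the myelin list (p = 0.108), all in sham rats alone. The other lists had 0 members in either direction. With 10 splits, 3 gave a smallest adjusted p as low, the lowest of the others being 0.516, and so few splits allow no share under 0.05. The share of a list's genes with a peak was lower on average in TBI rats for 12 of the 16 lists and higher for 4, with no adjusted p below 0.80 (exact permutation tests). All mRNA genes with a peak were also fewer on average in TBI rats, at 11370 against 12066. The share differed by -13.7 percentage points for reactive astrocytes, -13.3 for immediate early genes, -12.2 for acute injury, -11.7 for microglia and 12.8 for erythrocytes and plasma. Without TBI replicate 3, which has the shortest list, these were -8.82, -18.3, -7.22, 0 and 21.8 in the same order. The differences for neutrophils, VEGF and JAK-STAT then turned positive, at 5.56, 5 and 2.17. Of the oligodendrocyte genes, 62.2% ± 7.70 had a peak in TBI rats and 75.6% ± 3.85 in sham rats (SD, n = 3 each; exact permutation p = 0.10, adjusted p = 0.80 over the lists). For m5C enzymes and readers it was 75.9% ± 17.9 and 90.7% ± 3.21 (exact permutation p = 0.3). That difference, -14.8 percentage points, rested on TBI rat 3, with 10 of the 18 genes against 15 and 16 in TBI rats 1 and 2, and was -4.63 without TBI replicate 3.

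The number of mRNA genes with a peak was 13272, 12779 and 8058 in TBI rats and 12150, 12232 and 11816 in sham rats (exact permutation p = 1, n = 3 each). For circRNAs it was 4290, 3944 and 2490 against 4321, 4748 and 3684 (exact permutation p = 0.4).

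The resemblance of rats within groups was also set against other splits. The Jaccard difference was as large in 3 of 10 splits, the highest other being 0.0198, and the splits are too few for a share under 0.05. Vomeronasal and taste receptor genes, a family looked at after the olfactory receptors, had mRNA peaks on 34, 46 and 7 genes in TBI rats and 17, 19 and 14 in sham rats (exact permutation p = 0.4, n = 3 each). In lists of equal length it was 15, 32 and 7 against 5, 6 and 6 (exact permutation p = 0.10, the smallest that 3 rats against 3 allow). With the best-ranked 50% of each list it was 14, 25 and 2 against 4, 6 and 5 (exact permutation p = 0.4), so the place of TBI rat 3 depends on the setting.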
